A study of Arabidopsis thaliana with 10 samples. Its data were reported in "High-throughput capture of transcription factor-driven epigenome dynamics using PHILO ChIP-seq" (2024).

How the data were processed

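RNA-seq was carried out on whole seedlings of the Arabidopsis thaliana accession Col-0 at an age of 10 days. Seedlings were either left untreated (ctrl) or exposed for 2 h to vapour of methyl jasmonate, a volatile form of the plant hormone jasmonic acid (JA). Libraries were prepared from total RNA with a stranded kit that selects polyadenylated transcripts. The labels divide the 10 libraries into 2 experiments. Set1 holds 2 ctrl and 2 JA libraries, and Set2 holds 3 ctrl and 3 JA libraries. Groups and replicate numbers were taken from the sample titles, and every library had a group.

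Per the methods of the study, the authors aligned the reads to TAIR10 with STAR and quantified transcripts with RSEM. For each library the authors deposited a table of 32833 genes with RSEM expected counts, which are estimates that divide reads shared between transcripts or genes and need not be whole. The same deposited tables give TPM, in which the authors scaled each gene to its effective length and each library to the same total. For each set the authors also deposited an edgeR table of the comparison between ctrl and JA, with log2 fold changes, average log2 CPM (counts scaled to a library total of 1e6), F statistics, p-values and FDR. In the authors' deposited tables the log2 fold change of MYC2 was -3.70 in Set1 and -3.48 in Set2, so their sign is ctrl minus JA. All values reported here are JA minus ctrl. Whether the counting used the strand of the reads is not stated. Genes that overlap another gene, or whose counts were not whole, are therefore named as uncertain.

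Expected counts were rounded to whole numbers and analysed with edgeR (version 4.0.16) in R (version 4.3.3). Genes were kept with filterByExpr by group and scaled with TMM, which corrects for genes that take a large share of a library. Each set was fitted alone with the quasi-likelihood F test, as in the study. A combined fit of all 10 libraries had the set as a covariate, and a further fit tested the set by treatment interaction, which asks whether the response to JA differed between the experiments. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 2-fold. The interaction had no fold threshold. Standard errors were derived from the log2 fold change and its F statistic. Levels are CPM of the TMM-scaled library total, given as mean ± SD. Where all control libraries of a comparison held at most 3 counts, the fold was computed against 3 counts and is a lower bound. Such bounds cover counting error only.

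The designs, the gene lists, the rule for named genes and the alternative settings were fixed before the data were examined. The named genes included 13 JAZ repressor genes, a family of which the text of the study names only some members. The named genes also included the 10 JA metabolism genes and 12 JA pathway components the study discusses, and 3 genes of its browser views. To these were added the 6 largest increases and the 6 largest decreases of the combined fit among genes called in the same direction in both sets with an average log2 CPM of at least 1, and the 3 genes with the smallest adjusted p of the interaction in each direction. Further lists were the 179 MYC2 core genes of the study, the 43 of them with JA-induced acetylation in regulatory regions (called SIENA), 11 circadian clock genes and 8 genes that respond to touch. The study chose the MYC2 core genes partly by their induction in an experiment of 3 replicates, which is Set2, so Set1 gives values from libraries that did not choose the list. Lists were tested with fry and with camera in limma (version 3.58.1), camera once with its preset correlation between genes and once with an estimated one.

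Gene symbols, coordinates and exon numbers came from the RefSeq annotation of TAIR10.1. Of 21633 genes with a single transcript in the deposited tables, 99.3% had the same transcript length in this annotation. A record was found for 32548 of the 32833 genes. Of 57 symbols taken from the study or the lists, 54 were also listed by the annotation for the same gene, and the others are given by identifier or by the symbol of the annotation.

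The functions were tested on simulated data in which 200 of 32833 genes were changed 4-fold. The simulated counts used the means and totals of the libraries and a dispersion fitted to them. The changed genes were drawn from genes that passed the filter and had a minimum mean count. Apart from the change, each gene had the same expected share in every library. The recovery below therefore does not cover genes with low counts or libraries that differ in composition. In the Set1 design 99.5% of the changed genes were called, with 12 false calls. In the Set2 design 99.5% were called with 5 false calls, and in the combined design 100% with 6. The interaction called 92.0% with 24 false calls.

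Total expected counts ranged from 12147941 to 17200426 in Set1 and from 6333822 to 7774547 in Set2. The biological coefficient of variation, which is the variation between replicates beyond counting error, was 21.4% in Set1 and 18.6% in Set2. For well expressed genes this variation rather than the depth set the precision. No pair of replicates was identical or differed by sampling noise alone, since the chi-square statistic per gene lay between 5.02 and 177. In Set2, the deviations from the group means of libraries with the same replicate number correlated across genes at 0.214, 0.240 and 0.272, so the numbers were taken to pair the libraries. The pairing is inferred from these values, because the labels give only the numbers.

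Alternatives were RLE size factors, library totals without composition scaling, no filter on low counts, an average log2 CPM of at least 1, DESeq2 (version 1.42.0), limma on log2(TPM + 1) with a trend, an unadjusted p, a 4-fold threshold, glmTreat against a 2-fold change, a replicate block, a dispersion shared by all 10 libraries, and leaving out each library in turn. Leaving out rRNA and organelle genes before scaling, and an older form of the edgeR test without a filter, were added after the data had been seen. No deposited table was left unused.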

Results

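RNA-seq of 10-day-old Col-0 seedlings was used to find genes that respond to JA after 2 h of treatment. The data comprised 10 libraries in 4 groups. Set1 held 2 Set1_ctrl and 2 Set1_2hJA libraries, and Set2 held 3 Set2_ctrl and 3 Set2_2hJA libraries. The total of expected counts per library ranged from 12147941 to 17200426 in Set1 and from 6333822 to 7774547 in Set2.

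The libraries differed in composition. In Set1, genes of the plastid genome took 13.8% of the counts in Set1_ctrl replicate 1 and 11.4% in Set1_2hJA replicate 1. They took 1.87% and 0.684% in the replicate 2 libraries of the same groups. Ribosomal RNA genes followed the same order, with 11.6% and 8.98% in the replicate 1 libraries and 1.32% and 0.653% in the replicate 2 libraries. In Set2, the plastid share lay between 0.121% and 0.377% in 5 libraries and was 2.61% in Set2_2hJA replicate 1. Of the genes with at least 300 bases and no count in any Set1 library, 4744 were annotated as nuclear protein-coding or long noncoding genes. Set2_2hJA replicate 1 had counts in 77.2% of these genes, at 8.83 counts per kb. The other Set2 libraries had between 0.218 and 0.839 counts per kb.

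**Figure D1:**
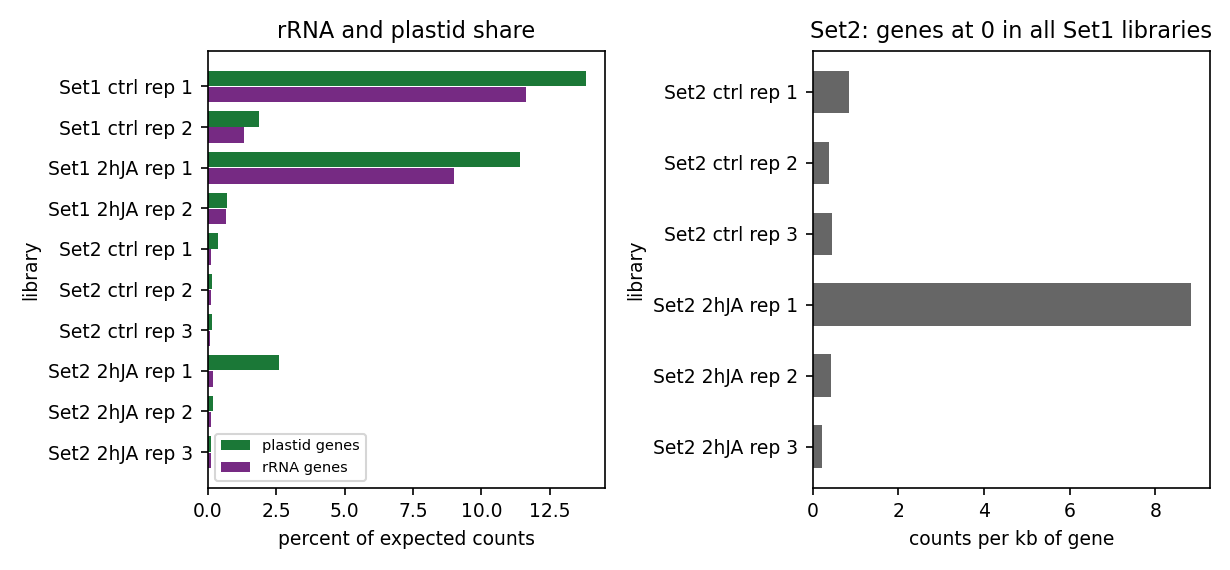
The left panel shows the percentage of expected counts in plastid genes and in rRNA genes for each of the 10 libraries, and the right panel shows the counts per kb of the Set2 libraries over 4744 genes without counts in Set1. The plastid bars reach 13.8% and 11.4% in the replicate 1 libraries of Set1, and the background bar of Set2_2hJA replicate 1 reaches 8.83 counts per kb.

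Set1 asked which genes changed in the pilot experiment. Of 20100 genes tested, 600 were induced and 450 were repressed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Induced genes made up 57.1% of the calls. The scaling changed this split: with library totals only, 533 genes were induced and 219 repressed, so that induced genes made up 70.9%. With limma on log2(TPM + 1) the counts were 506 and 166. Among the alternatives with the 2-fold threshold, a test against a 2-fold change (glmTreat) moved both counts most, to 244 induced and 101 repressed genes. At a threshold of 4-fold, 272 genes were induced and 110 were repressed. The authors' deposited table held 292 induced and 117 repressed genes at an FDR of at most 0.05 and this threshold.

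Set2 asked the same of the experiment with 3 replicates. Of 19259 genes tested, 344 were induced and 145 were repressed, and induced genes made up 70.3% of the calls. Without Set2_ctrl replicate 2 the counts were 238 and 74, and without Set2_2hJA replicate 1 they were 274 and 92. Of the 145 repressed genes, 66 were called without the former library and 83 without the latter. The glmTreat counts were 118 and 11. In the authors' deposited table for Set2, 343 genes were induced at least 2-fold at an FDR of at most 0.05, and 1047 at an unadjusted p of at most 0.05.

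All 10 libraries were then fitted together with the set as a covariate. Of 20213 genes tested, 540 were induced and 283 were repressed. Leaving out any 1 library gave between 488 and 603 induced and between 247 and 316 repressed genes.

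The calls of both experiments were compared over the 19002 genes tested in each. There were 287 genes induced in both sets, where 10.2 were expected if the calls were independent, and 111 genes repressed in both, where 3.31 were expected. The hypergeometric p-value was 8.8e-157 for the repressed genes and below the smallest number the software can hold for the induced genes. No gene was called in opposite directions. The genes induced in both sets were 85.2% of those induced in Set2 and 49.9% of those induced in Set1. For the repressed genes these shares were 77.1% and 25.4%. The count of genes repressed in both sets was 55 without Set2_ctrl replicate 2, 71 without Set2_2hJA replicate 1 and 61 with limma on log2(TPM + 1). Across genes, which are not independent replicates, the log2 fold changes of the sets had a Pearson correlation of 0.652 and a Spearman correlation of 0.517. The median log2 fold change of the genes induced in both sets was 2.34 in Set1 and 1.83 in Set2, and that of the genes repressed in both was -2.0 and -1.31. These medians were the same at bounds, with genes at the floor set to their lower bound.

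**Figure D2:**
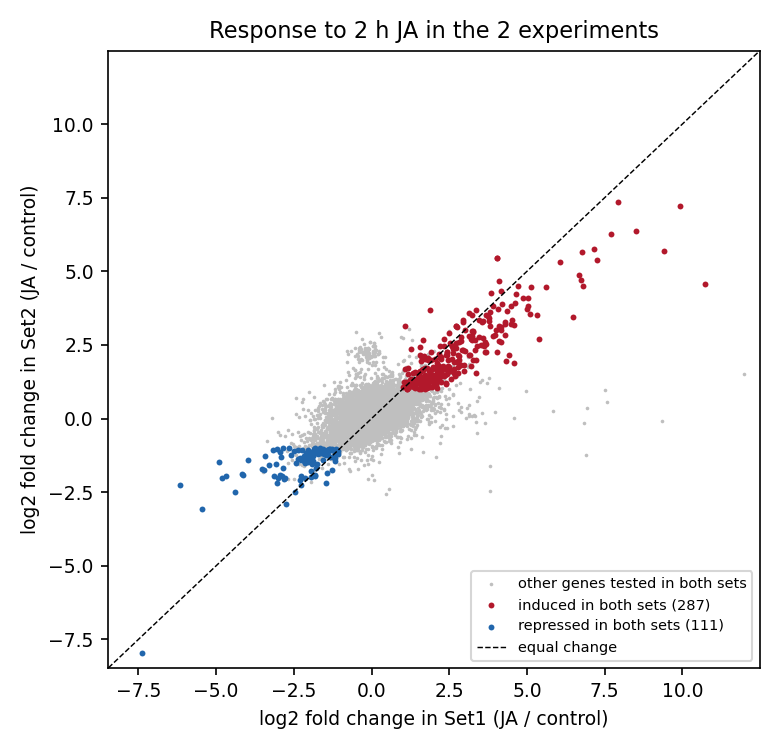
Each point is 1 of 19002 genes, with its log2 fold change (JA over ctrl) in Set1 on the x axis and in Set2 on the y axis. The 287 genes induced in both sets and the 111 repressed in both are coloured, and most lie between the x axis and the line of equal change.

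Whether the response itself differed between the experiments was tested with the set by treatment interaction. Of 20213 genes, 5 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 1466 had an unadjusted p of at most 0.05. The count depended on the method: it was 136 with DESeq2, 67 with the replicate block, 13 without a filter on low counts, 1 with limma, and 0 with library totals only (1147 at an unadjusted p). Leaving out Set2_2hJA replicate 1 gave 10 genes, and leaving out Set2_2hJA replicate 2 gave 1. No gene passed without Set2_2hJA replicate 3 (1594 at an unadjusted p) or without Set2_ctrl replicate 1 (1371), replicate 2 (1400) or replicate 3 (1297).

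For 4 of the 5 genes the change in Set2 was lower than in Set1. GSTF7 (AT1G02920, chromosome 1, 658578 to 659980) had an interaction log2 fold change of -3.26 (adjusted p 0.0406). Its level was 4.22 ± 0.556 CPM in Set1_ctrl and 43.2 ± 23.1 CPM in Set1_2hJA (SD, n = 2), against 194 ± 35.1 CPM in Set2_ctrl and 207 ± 41.1 CPM in Set2_2hJA (SD, n = 3). IGMT2 (AT1G21120, chromosome 1, 7395179 to 7396823) had -3.02 (adjusted p 0.0399), with 0.262 ± 0.00759 CPM in Set1_ctrl and 20.8 ± 2.52 CPM in Set2_ctrl. Its Set1_ctrl libraries held 3 counts each, and the change in Set1 was at least 8.32-fold. The counts of GSTF7 and IGMT2 were not whole in any library, so reads shared with similar genes enter them. AT1G28600 had -1.42 (adjusted p 0.0406), with log2 fold changes of 2.09 in Set1 and 0.69 in Set2. FRK1 (AT2G19190), which overlaps AT2G19180 and was chosen after its values were seen, had -4.01 (adjusted p 0.0406). It was at 0.217 ± 0.0554 CPM in Set1_ctrl and 13.7 ± 3.3 CPM in Set2_ctrl. The Set1_ctrl libraries of FRK1 held 3 and 2 counts, and its change in Set1 was at least 26.9-fold. The size of its fitted interaction is therefore less certain. BBX28 (AT4G27310, chromosome 4, 13675537 to 13677055) fell by 2.83 on the log2 scale in Set1 and by 1.01 in Set2, with an interaction of 1.81 (adjusted p 0.0399). JAC1 (AT1G75100, overlapping AT1G75110) and AT1G80440 were next among the genes with a positive interaction, at 1.80 (adjusted p 0.0708) and 2.71 (adjusted p 0.0845), and did not pass.

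The JAZ genes encode repressors of the JA pathway. Of the 13 genes, 10 were called induced in Set1, 10 of 12 tested in Set2 and 11 in the combined fit. Adjusted over the list alone, the counts were 11, 10 and 11. The study counts some JAZ genes among its MYC2 core genes, which it chose partly by induction in Set2. For those genes the calls in Set2 and in the combined fit are not independent evidence. JAZ9 (AT1G70700, chromosome 1, 26654529 to 26657350, plus strand, 7 exons) had the highest level after JA, with 22.0 ± 1.75 CPM in Set1_ctrl and 774 ± 236 CPM in Set1_2hJA (SD, n = 2). In Set2 it rose from 28.4 ± 5.33 to 628 ± 134 CPM (SD, n = 3), and its combined log2 fold change was 4.74 (SE 0.21, adjusted p 2.1e-07). JAZ5 (AT1G17380, chromosome 1, 5955155 to 5957511, minus strand, 3 exons) rose from 0.563 ± 0.292 to 59.4 ± 12.7 CPM in Set1 and from 2.08 ± 0.184 to 60.5 ± 31.2 CPM in Set2, with a combined log2 fold change of 5.49 (SE 0.40, adjusted p 4.3e-06). JAZ7 (AT2G34600) and JAZ8 (AT1G30135) had at most 3 counts in each control library and were at least 11-fold and at least 4.88-fold higher after JA. JAZ8 passed the threshold in the combined fit (adjusted p 0.00118), did not in Set1 (adjusted p 0.115), and was not tested in Set2. AT3G22275 was at least 28.9-fold higher in Set1. The remaining called genes, JAZ1, JAZ2, JAZ3, JAZ6, JAZ10 and JAZ12, had combined log2 fold changes from 1.10 (JAZ12) to 3.54 (JAZ10). JAZ4 (AT1G48500) changed by 0.78 (SE 0.42, adjusted p 0.265). JAZ11 (AT3G43440) changed by 0.06 (SE 0.13, adjusted p 0.805), and by -0.06 in Set2 alone. JAZ10, JAZ12 and AT3G22275 overlap other annotated genes, so their counts are less certain.

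**Figure D3:**
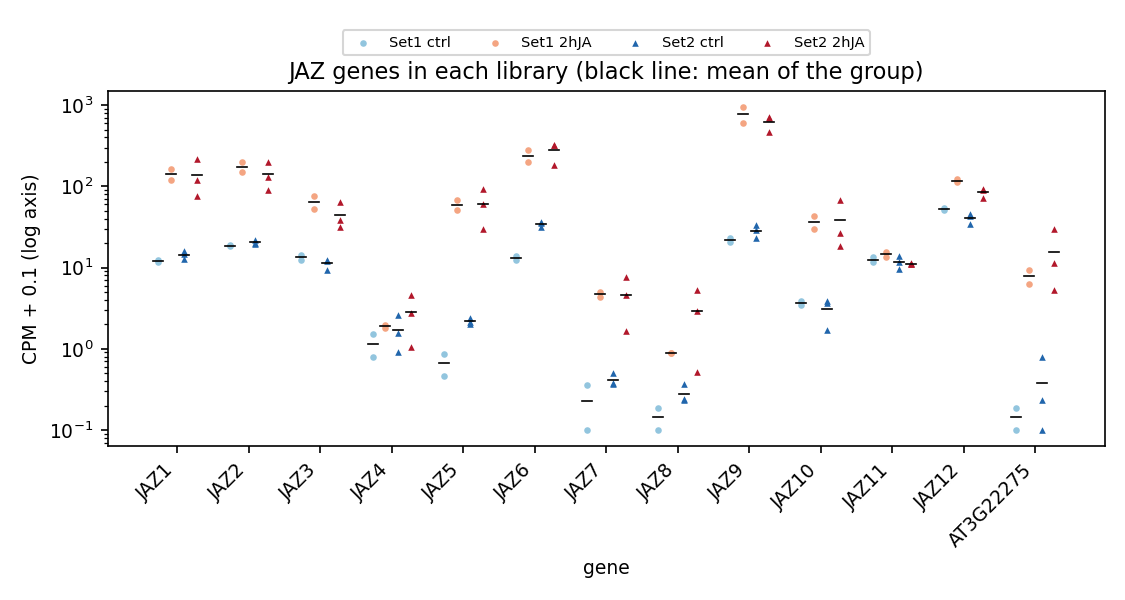
Levels of the 13 JAZ genes in each library, as CPM + 0.1 on a log axis, with Set1 as circles, Set2 as triangles, and a black line at the mean of each group. JAZ9 reaches the highest mean (774 CPM in Set1_2hJA), while the JAZ4 and JAZ11 groups overlap or differ little.

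All 10 genes of JA metabolism were called induced in Set1, in Set2 and in the combined fit, and also when adjusted over the list alone. The study names all 10 among its MYC2 core genes, which it chose partly by induction in Set2. Their calls in Set2 and in the combined fit are therefore not independent evidence. The libraries of Set1 did not choose these genes. LOX2 (AT3G45140, chromosome 3, 16525245 to 16529352, plus strand, 7 exons) had the highest level, from 447 ± 142 to 4282 ± 581 CPM in Set1 (SD, n = 2) and from 431 ± 154 to 3394 ± 531 CPM in Set2 (SD, n = 3). Its combined log2 fold change was 3.09 (SE 0.22, adjusted p 3.8e-06). AT5G05600 had the largest combined log2 fold change of the list, 4.90 (SE 0.26, adjusted p 4.4e-07), and AOC3 the smallest, 1.47 (SE 0.17, adjusted p 1.1e-04). AOS (AT5G42650) changed by 3.59 and OPR3 (AT2G06050) by 4.09. The counts of AOC1, AOC2 and AOC3, which lie next to each other on chromosome 3, were not whole in 60%, 50% and 70% of the libraries, so that reads shared between them enter the values.

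Among 12 components of the JA pathway, MYC2 (AT1G32640, chromosome 1, 11798119 to 11801407, minus strand, 1 exon) was the only gene called in any of the 3 fits. Adjusted over the list alone, the count was also 1. Its level rose from 18.9 ± 5.97 to 248 ± 73.5 CPM in Set1 (SD, n = 2) and from 14.9 ± 10.5 to 171 ± 43.9 CPM in Set2 (SD, n = 3), a combined log2 fold change of 3.60 (SE 0.33, adjusted p 2.3e-05). MYC2 overlaps AT1G32630 and its counts were not whole in any library. NINJA (AT4G28910) rose by 0.66 (SE 0.09, adjusted p 6.1e-04), which is below 2-fold. MYC3 (AT5G46760) rose by 0.40 (adjusted p 0.0199) and TPL (AT1G15750) changed by -0.54 (adjusted p 0.0283) in the combined fit, and both lost this adjusted p in some alternatives. The values of TPL, TPR4, HDA6 and COI1 are less certain because these genes overlap other annotated genes, and the counts were not whole in 60% of the libraries for TPL and in 10% for TPR1 and TPR4. MYC4, HAC1, MED25, TPR1, TPR4, HDA6, COI1 and LUH had combined adjusted p-values between 0.19 and 0.889. The 3 genes listed as browser examples were induced in each fit, JR3 (AT1G51760) by 2.95, BGLU18 (AT1G52400) by 3.06 and TSA1 (AT1G52410) by 2.92 in the combined fit. The study shows SIENA regions at MYC2, BGLU18 and TSA1, which it defined for its MYC2 core genes. Calls of these genes in Set2 are therefore not independent evidence.

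The largest increases among genes induced in both sets were those of CSLA01, ILL5, FAMT, AT1G76640, TPS03 and MAPKKK21. FAMT (AT3G44860, chromosome 3, 16379571 to 16381434, plus strand, 3 exons) reached the highest level, from 0.83 ± 0.0857 to 307 ± 61.4 CPM in Set1 (SD, n = 2) and from 3.06 ± 2.23 to 251 ± 139 CPM in Set2 (SD, n = 3), with a combined log2 fold change of 7.11 (SE 0.54, adjusted p 5.3e-06). The controls of the others were at or near 0. CSLA01 (AT4G16590) was at least 195-fold higher in Set1, and TPS03 (AT4G16740) was at least 28.6-fold higher in Set2. Over both sets, ILL5 (AT1G51780) was at least 26.9-fold, AT1G76640 at least 45.2-fold and MAPKKK21 (AT4G36950) at least 27.4-fold higher.

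The largest decreases among genes repressed in both sets were those of EXPA8, AT2G15020, GASA6, AT1G80440, AT5G02760 and FRO6. EXPA8 (AT2G40610, chromosome 2, 16948791 to 16950705, minus strand, 3 exons) fell from 119 ± 5.37 to 2.75 ± 0.588 CPM in Set1 (SD, n = 2) and from 73.1 ± 32.8 to 8.61 ± 3.59 CPM in Set2 (SD, n = 3). Its combined log2 fold change was -3.98 (SE 0.46, adjusted p 1.3e-04). The other combined log2 fold changes lay between -3.31 (AT2G15020) and -2.75 (FRO6). The counts of FRO6 were not whole in any library, those of GASA6 in 50% and those of AT5G02760 in 20% of them. GASA6 and AT5G02760 also overlap other genes.

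The MYC2 core genes were then examined in Set1, whose libraries did not choose the list. Of the list, 178 genes were tested, all had a positive log2 fold change, and 158 were called induced. Adjusted over the list alone the count was 165. The other settings gave between 149 and 165 genes. The list as a whole was higher after JA (fry p 0.00828, camera p 4.7e-250), and this also held with an estimated correlation between genes (camera p 0.0268). In Set2, 155 of 174 tested genes were called, and 174 when adjusted over the list alone, but the list was chosen partly on these libraries and the count is not independent evidence. The combined fit called 168, and 170 when adjusted over the list alone. The 42 tested SIENA genes had a median log2 fold change of 3.30 in Set1, against 2.29 for the other 136 core genes (permutation p 0.00144), and at bounds these medians were 3.30 and 2.22. The permutation shuffles genes, which are not independent replicates, so its p does not measure the spread between libraries. Of the SIENA genes, 41 were called induced in Set1, 40 in Set2 and 42 in the combined fit, and 42 in Set1 and 42 in Set2 when adjusted over the list alone.

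Lists of clock genes and touch-responsive genes were written as comparisons. Of 11 clock genes, 3 were induced and 4 repressed in Set1, 3 and 3 in Set2, and 3 and 4 in the combined fit, with the same counts when adjusted over the list alone. The list as a whole had no common direction (fry p 0.781 in the combined fit). Of the 8 touch-responsive genes, none was called in Set1 or Set2, and 1 was induced in the combined fit. At an unadjusted p and 2-fold, 2 were induced in Set1, and 1 was induced and 1 repressed in Set2, and the counts were the same when adjusted over the list alone. As a whole the touch list was higher after JA in Set1 by fry (p 0.00778) but not by camera (p 0.142, and 0.268 with an estimated correlation), and it did not pass by fry in Set2 (p 0.801) or in the combined fit (p 0.677).

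**Figure D4:**
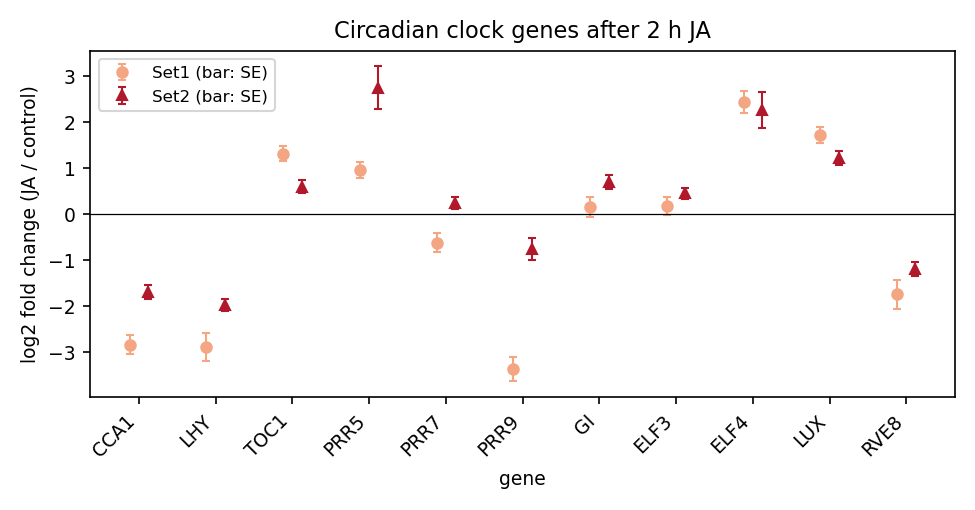
Log2 fold changes (JA over ctrl) of 11 clock genes in Set1 and Set2 with their standard errors as bars. In both sets CCA1, LHY and RVE8 lie below 0 and ELF4 and LUX above 0.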

Values the study reported

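For the pilot experiment with 2 replicates, the study reported 292 upregulated and 116 downregulated genes at a threshold of at least 4-fold. For the experiment with 3 replicates, it gave 1024 genes induced at least 2-fold by JA. The study defined 179 MYC2 core genes, which included 9 JAZ genes, and counted 43 of them with JA-induced H3K9ac in their regulatory regions.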

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

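Of the tests in this part, those of the rRNA and organelle counts and of Set2_2hJA replicate 1 were chosen only after the result was seen.

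The set by treatment interaction was singled out because a test of the difference between the 2 experiments passed for 5 genes. The interaction log2 fold changes were -3.26 for GSTF7, -3.02 for IGMT2, -1.42 for AT1G28600, -4.01 for FRK1 and 1.81 for BBX28, with adjusted p-values from 0.0399 to 0.0406 in edgeR's quasi-likelihood test. Without a replicate block, all 5 lay close to the threshold, and 1466 genes had an unadjusted p of at most 0.05. With the replicate block 67 genes passed, and the adjusted p-values of the 5 ranged from 0.00782 to 0.0208 in that fit. For GSTF7, IGMT2 and FRK1 the levels after JA did not carry the difference alone, since the Set2 controls were already above the Set1 controls. FRK1 was at 0.217 ± 0.0554 CPM in Set1_ctrl (SD, n = 2) and 13.7 ± 3.3 CPM in Set2_ctrl (SD, n = 3). IGMT2 and FRK1 had at most 3 counts in each Set1_ctrl library, so the size of their interactions is less certain.

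Whether counts of rRNA and organelle genes in the library totals made the fold changes was not decided. TMM already corrects for genes that take a large share of a library. Its factors were 0.707 and 0.926 in Set1_ctrl replicates 1 and 2. Leaving rRNA and organelle genes out could therefore hardly move the fold changes. When these genes were left out before scaling, the 5 log2 fold changes moved by at most 0.0357, although only 1 gene still passed and the adjusted p-values ranged from 0.0401 to 0.0935. The value used to judge this test was changed from the number of genes to the shift after both had been seen. The background of Set2_2hJA replicate 1 did not make the fold changes, since 10 genes passed without that library, among them 4 of the 5.

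The difference in depth between the sets stays open. Set1 was thinned to the mean depth of Set2 in 10 draws. The median number of genes called was 0 (range 0 to 3, with 1421 to 1527 genes at an unadjusted p), and 6 of the draws called none. The log2 fold changes kept between 69.4% and 153% of their size. The lost calls could therefore reflect depth, or adjusted p-values that lay near the threshold without the replicate block. Reads shared between paralogs were not tested, although the counts of GSTF7 and IGMT2 were not whole in any library. The sets also differ in everything that separates 2 experiments, such as growth, handling and harvest, and the labels give no batch, so a biological difference was not tested.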

How the results depend on the processing

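The alternatives that left out rRNA and organelle genes or used the older edgeR test were chosen only after the result was seen.

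With glmTreat against a 2-fold change, 244 genes were induced and 101 repressed in Set1, 118 and 11 in Set2, and 232 and 50 in the combined fit. At a 4-fold threshold these counts were 272 and 110, 144 and 17, and 196 and 40. Both alternatives ask for a larger change by construction. At an unadjusted p and 2-fold, 700 genes were repressed in Set1 and 517 induced in Set2, since no adjustment was made.

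The repressed genes of Set1 depended on the scaling. Library totals gave 219 and limma on log2(TPM + 1) gave 166, against 450. The median log2 fold change of all genes in Set1 was 0.15 with limma and 0.096 with library totals, so both moved genes upward as a whole. Without a filter this median was 0.105 in Set2 and 0.115 in the combined fit. In the older edgeR test without a filter, the Set2 median was 0.0994. It was -0.0406 without Set2_2hJA replicate 1 and between 0.0926 and 0.121 without any other Set2 library. The upward shift of Set2 without a filter therefore depended on that library. With limma the combined fit had 183 repressed genes, and 61 were repressed in both sets. The cause of the other shifts was not tested further.

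The interaction moved most. It gave 0 genes with library totals (1147 at an unadjusted p), 1 with limma (none of the 5), 13 without a filter, 136 with DESeq2, 1 without rRNA and organelle genes and 79 with the older test. With the replicate block it gave 67 genes, among them all 5, at adjusted p-values from 0.00782 to 0.0208. RLE size factors and an average log2 CPM of at least 1 each gave the same 5 genes. The cause was not tested.

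In Set2 the replicate numbers paired the libraries. The block moved no other count by more than 1.5 times and left the named genes on their side of the adjusted p threshold. It gave 788 induced and 637 repressed genes in Set1, 394 and 171 in Set2, 581 and 305 in the combined fit, 327 and 136 in both sets, and 165 core genes in Set1. In Set1 the same numbers correlated at 0.467, and the replicate 1 libraries shared higher rRNA and plastid counts, which a pairing would give. Still, 2 pairs are too few to read a pairing from. The block of the combined fit and of the interaction nevertheless covered the Set1 libraries too.

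Across the fits that each left out 1 library, Set2 had from 238 to 382 induced and from 74 to 154 repressed genes, and the combined fit from 488 to 603 and from 247 to 316. The count in both sets ranged from 213 to 298 induced and from 55 to 112 repressed genes. The interaction ranged from 0 to 10 genes. The lowest counts of repressed genes came without Set2_ctrl replicate 2 (74 in Set2, 55 in both sets), and those without Set2_2hJA replicate 1 were 92 and 71. Each such fit has fewer samples. Fits without a Set1 library were not made for Set1, for the core genes in Set1, for both sets or for the interaction, because an arm would have 1 sample.

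The core genes called in Set1 numbered from 149 to 165 in all settings. The combined fit called 3 clock genes induced and 4 repressed under all scalings.

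The named genes gave 987 comparisons over 55 genes and 18 settings. Of these, 962 kept their direction and side of the adjusted p threshold, 16 were weaker, 2 stronger and 7 reversed, in 9 genes in all. The 2-fold part of the rule was not checked in this comparison. AT1G28600, for example, counted as kept with a log2 fold change of 1.26 in the combined fit and 0.69 in Set2 alone. All reversed values were close to 0. COI1 was 0.0063 with limma and 0.0041 without Set2_2hJA replicate 1. HDA6 was -0.053 in Set2 alone, -0.024 without Set1_ctrl replicate 2 and -0.016 without Set1_2hJA replicate 1. LUH was 0.027 without Set1_ctrl replicate 2, and JAZ11 was -0.064 in Set2 alone. Across the fits that each left out 1 library, the COI1 (AT2G39940) log2 fold change ranged from -0.125 to 0.0041, the HDA6 (AT5G63110) log2 fold change from -0.024 to 0.0724 and the LUH (AT2G32700) log2 fold change from -0.161 to 0.027. The cause was not tested.

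Depth limits the genes at the floor, for which only a lower bound can be given, and with 2 or 3 libraries per group small changes such as those of MYC3 and TPL stay near the threshold.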

Other observations

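Most tests in this part were chosen only after the result was seen. Only those of poly(A) selection, of the MYC2 core genes and of other splits of the libraries were written earlier.

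Set2_2hJA replicate 1 held counts in genes that are otherwise silent. In 4744 genes without counts in Set1 it had 8.83 counts per kb, against 0.839, 0.369 and 0.455 in Set2_ctrl replicates 1 to 3 and 0.425 and 0.218 in Set2_2hJA replicates 2 and 3. At the median density of the silent protein-coding genes with whole counts, such a background over all nuclear genes would make 3.77% of the library. Deeper sequencing was excluded, since 7.18 counts per kb remained after thinning to the smallest Set2 total. Reads shared between paralogs were excluded, since 4232 genes with whole counts in all libraries had 7.30 per kb. A response to JA was excluded by the other JA libraries, which reached at most 0.425. RNA from other cells would bring abundant transcripts, but the top 1% of the silent genes with whole counts held 6.55% of their counts. This was near the 4.73% of an even spread. Among nuclear protein-coding genes with counts in Set1, the top 1% held 26.1% to 31.6% in the Set2 libraries. The silent genes also include long noncoding genes, so the gene sets compared differ in kind.

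Genomic DNA could not be decided as the source of these counts. In 3289 silent protein-coding genes with whole counts they were even along the chromosomes, with 95.2% of 62 windows of 2 Mb within 1.5 times the median of all, chromosome medians from 6.58 to 7.15, and a Spearman correlation of -0.0158 between their density and GC content. Their counts correlated with gene length at 0.601, and counts that follow length are what an even spread gives. The density of long noncoding genes argues both ways. The median of 943 such genes was 3.93 counts per kb of effective length against 6.73 for the protein-coding genes, a ratio of 1.71, while the pooled densities were 7.60 and 8.07, a ratio of 1.06. The pooled measure was chosen after the medians had been seen, so it was not used to decide.

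The same library had 2.61% of its counts in plastid genes, against 0.377%, 0.132% and 0.148% in Set2_ctrl replicates 1 to 3 and 0.184% and 0.121% in Set2_2hJA replicates 2 and 3. All 46 plastid genes had an excess. Its 75th percentile was 1.18 times its 25th, as an even source such as plastid DNA would give. The other Set2 libraries had ratios from 1.20 to 1.48, so the test could not separate this source from plastid RNA. The Set1 libraries, added to the comparison later, had ratios from 4.43 to 6.87.

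The refit gave 344 induced genes in Set2. That is lower than the value quoted from the study above. In the authors' deposited table, 343 genes passed an FDR of 0.05 and 1047 an unadjusted p, so 704 were called by the unadjusted p alone. Neither count equals the quoted one. All MYC2 core genes passed the unadjusted p in this table and 141 of them passed the FDR, so the list goes with the unadjusted p. Of the 704 genes called by the unadjusted p alone, 467 had fewer than 10 counts in Set1. Only 1.28% of the 467 were still called without Set2_2hJA replicate 1, against 82.0% and 97.0% without replicates 2 and 3, as a background in that library would give. Of the other 237, 42.6% were still called without Set2_2hJA replicate 1, against 81.0% and 93.7% without replicates 2 and 3, so many of these calls also depend on that library. The background alone did not make this group as a whole, since 75.9% of its genes rose in Set1, against 47.8% of all genes. Set2_2hJA replicate 1 was the highest JA library in 95.2% of the 704 genes but also in 84.0% of the 343, so that share does not separate the groups.

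In Set1, the replicate 1 libraries had the larger shares of rRNA and plastid counts. The rRNA shares were 11.6% and 1.32% in Set1_ctrl replicates 1 and 2 and 8.98% and 0.653% in Set1_2hJA replicates 1 and 2. A response to JA was excluded, since the plastid share was 13.8% in Set1_ctrl replicate 1 and 0.684% in Set1_2hJA replicate 2. Incomplete poly(A) selection may be the source. It predicts that other transcripts without poly(A) tails are also higher, and 107 snRNA and snoRNA genes were 4.21-fold higher in replicate 1 than in replicate 2 of the controls and 3.75-fold higher in JA.

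The MYC2 core genes rose less in Set2. Over 174 genes the median log2 fold change was 2.55 in Set1 and 2.07 in Set2, the same at bounds, and 74.1% of the genes rose less in Set2. A test of the list in the interaction did not pass with fry (p 0.258) or with camera at an estimated correlation (p 0.239), but did with the preset one (p 1.2e-12), and no core gene passed alone. The background of Set2_2hJA replicate 1 was excluded as the cause, since the median was 1.87 without that library, and it ranged from 1.87 to 2.25 when any 1 Set2 library was left out. A higher level in the Set2 controls stays open. The median difference from the Set1 controls was -0.0903 log2 units over the 178 genes of the combined fit, but 46.1% of the genes were higher in the Set2 controls and the quartiles were -0.60 and 0.45, so the median decides nothing. After JA the median difference was -0.52, and 78.1% of the genes were lower in Set2. The spread of the genes was examined after the median had been seen. A difference between the experiments in exposure to JA was not tested.

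Clock genes differed between JA and control. Of 11 genes, 7 were called in the combined fit, with LHY at -2.27 (adjusted p 8.8e-06) and CCA1 at -2.10 (adjusted p 3.6e-05) in edgeR's quasi-likelihood test, and with ELF4 at 2.37 and LUX at 1.44. These genes were singled out after their values were seen. The median absolute log2 fold change of the list was 1.44, against a typical 0.168 in 10000 lists of genes of like expression, at percentile 100. These lists were matched on expression only and were drawn at random. They cannot exclude an accidental difference between the groups in genes that change together, as clock genes may. The directions were the same under all scalings. The time of harvest is not given, so the 7 clock genes could differ by harvest time as well as by JA, and these cannot be told apart.

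The SIENA genes rose more than the other core genes in Set1, by 1.01 log2 units. A lower level before JA was excluded as the cause. The SIENA genes started higher, with a median control log2 CPM of 3.0 against 2.59 for the other core genes, and the difference within quartiles of the control level was 0.97 (permutation p 0.0027). Here too the permutation shuffles genes, which are not independent replicates. Other properties of these genes were not tested.

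Other splits of the libraries were fitted as a check of the calls. In Set2, 1 of the 10 splits of the 6 libraries gave as many induced genes, and 1 of 10 as many repressed genes, in each case the real one. No other split gave more than 1 gene, and of the 4 splits that part as many pairs only the real one gave as many. With 10 splits the share cannot fall below 0.1, so the splits alone do not decide. The separate libraries of Set1 argue against an accident of grouping in Set2, since 85.2% of the genes induced in Set2 were also induced there (287 genes, 10.2 expected) and 77.1% of the repressed genes were also repressed (111 genes, 3.31 expected). In the combined fit, 1 of 100 splits drawn from 126 gave as many induced and 1 of 100 as many repressed genes, in each case the real one. The next largest counts were 7 induced genes, in a split with 4 repressed, and 5 repressed genes, in a split with 1 induced. As many pairs were parted by 16 of the splits. The other splits mix JA and control libraries on each side, so the treatment adds to their spread.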
